A study of Homo sapiens with 24 samples.

How the data were processed

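The cells were HEK293T, an established human embryonic kidney line. Per the labels, they received OSMI-2 at 10 µM, an inhibitor of the O-GlcNAc transferase OGT, or TMG (Thiamet-G) at 5 µM, an inhibitor of the O-GlcNAcase OGA, which the tables name MGEA5. The solvent DMSO was the control. OGT adds O-linked N-acetylglucosamine to proteins inside the cell and OGA takes it off. Treatment lasted 2 h or 6 h. RNA was taken with Trizol or with a column kit, per the labels' protocols, which do not say which sample received which. Libraries were stranded and made from polyadenylated RNA with an Illumina kit. The labels give 24 samples in 8 groups of 3, and each drug and time has DMSO libraries of its own, so no comparison shares its controls with another.

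The count tables, 1 per drug and time, hold whole-number counts per bin and library that the authors deposited without normalization. Per the file headers, they have the columns of a DEXSeq result, in which each gene model is divided into exon and intron bins and bin usage is compared between treated and DMSO libraries. They list the same 164219 bins in 13236 gene groups, of which 154 merge several genes. The authors' bin classes mark 4769 bins in 3150 genes as detained introns, which are introns kept in polyadenylated transcripts that stay in the nucleus; 179 of these bins also carry another class. The tables also give the authors' p-value, adjusted p-value and log2 fold change of bin usage per the file headers; these were used as an alternative and are named as the authors' where printed. The aligner, the counter, the annotation, the use of strand in counting and the genome build are not stated in the headers or labels. Coordinates are printed as the tables give them. They are not GRCh38 positions: the tables place OGT at X 70752913 to 70795750, whereas the GRCh38 annotation has it at 71533104 to 71575892. Genes on opposite strands that overlap, and genes with near-identical copies, are therefore uncertain where counting could have mixed them. A further 96 files hold counts of index reads in 4 lanes, deposited by the authors, and were used for depth alone.

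The 4 tables hold 23 libraries. The third OSMI-2 6 h library was not analysed here, so that comparison had 2 treated libraries against 3 DMSO libraries, where the design had assumed 3. No count column was left unused. Columns carry the letters a, b and c in each group and not the replicate numbers of the sample titles, so libraries are named here by group and letter. Whether a letter pairs libraries is not stated, and no pairing was assumed. Total counts per library ran from 39.5 M to 100.2 M (M, mega). A read that touches several bins was counted in each: groups with all libraries in the tables had 1.29 to 1.47 bin counts per index read, so bin counts are not independent reads, and intervals cover counting error alone. Chi-square over degrees of freedom for the 22 pairs of libraries within groups was 4.33 to 304, so no pair was 1 library entered again.

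From the counts, a gene's value was the sum of its bins outside detained introns, and a detained intron's value was its bin. Library size was the total of the table, scaled by TMM over genes and introns together. Genes and introns were tested apart with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, with filterByExpr) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM, counts relative to library size, beside a fold change use the TMM-scaled library size; other CPM use the plain total. Introns were also tested relative to their gene, as log2 of the intron count plus 1 over the gene count plus 1, with limma 3.58.1 (lmFit, eBayes with trend), for introns and genes with mean counts of at least 10. The differences between drugs and between times were tested as interaction terms in 1 fit per drug or time. Standard errors of edgeR fold changes were taken as the absolute log2 fold change over the square root of the F statistic. Shares of introns moving in opposite directions have exact (Clopper-Pearson) 95% intervals.

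The groups, the tests, the alternatives listed in advance, 2 gene lists and the rule for naming features were fixed before the data were examined. The rule took, in each comparison and for genes and introns apart, the 3 largest rises and 3 largest falls among features past the threshold with a mean of at least 50 counts and with every treated library beyond every DMSO library. It added OGT and MGEA5 in every comparison and members of the lists past the threshold. The O-GlcNAc list has 8 genes (OGT, MGEA5, GFPT1, GFPT2, GNPNAT1, PGM3, UAP1, NAGK). The SR list has 18 genes (CLK1 to CLK4, SRSF1 to SRSF12, TRA2A, TRA2B), of which 17 had a value. Other features that are named were chosen after their values were seen: IMMT_E007, EIF2B1_E002, TCEA2_E002, ANKRD17_E009, NUDT5_E006, FYN_E006, DDX46_E015, AP2A1_E020, CCAR1_E016, the PRMT2 bin, and the features named for the interaction tests. An intron is named by its gene and its bin number in the tables.

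The alternatives listed in advance were the Wald test of DESeq2 1.42.0, median-of-ratios size factors, TMM over genes only, other filters on low counts, a fit of all 23 libraries with 1 shared spread, thresholds of 0.01 and 0.1, an absolute log2 fold change of at least 1, the authors' adjusted p, other pseudocounts and minimum counts for the relative test, and leaving out each library in turn. Alternatives chosen after seeing the data were TMM over introns only, scaling within each comparison for the interaction tests, removal of each library's trend with GC content (a spline with 4 degrees of freedom, on the GC content of GENCODE transcripts, known for 12626 genes or 95.4%), a batch term in the OSMI-2 2 h comparison, and the column letter as a block where both groups had 3 libraries. For introns the GC content was that of their gene's transcripts. In the interaction tests the GC trend was removed together with scaling within each comparison. The share of opposite changes for unlinked effects, also added after seeing the data, was computed from the shares of rises and falls under each drug. A fit with replicate numbers as blocks was not run, because the columns carry none.

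The tests were tested on simulated data drawn from the means, sizes and spread of the real libraries, with 200 features changed by a log2 fold change of 1. The changed features were taken from those with a mean of at least 50 counts, so recovery was not measured below that. Counts were drawn independently for each feature, without technical sets of libraries. In the OSMI-2 2 h design edgeR recovered 85.0% of changed genes (12337 tested) and 81.0% of changed introns (3094 tested), and 7.61% and 5.81% of its calls were false. In the TMG 2 h design it recovered all 200 genes (12367 tested) and 98.0% of introns (4047 tested), with 6.10% and 2.49% false. DESeq2 recovered 89.5% and 99.5% of genes, with 13.5% and 3.40% false. The relative test recovered 51.0% of 196 and 97.4% of 190 introns, with 7.41% and 6.57% false.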

Results

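Polyadenylated RNA of HEK293T cells was sequenced after 2 h or 6 h with OSMI-2 or TMG, each beside DMSO libraries of the same experiment, to examine how gene expression and the splicing of detained introns respond when O-GlcNAc is lowered or raised. Each of the 8 groups had 3 libraries in the count tables except OSMI-2 at 6 h, which had 2. Total counts per library (M, mega) ran from 43.2 M to 51.7 M (DMSO 2 h) and from 63.1 M to 100.2 M (OSMI-2 2 h), and from 41.7 M to 54.1 M (DMSO 6 h) and from 56.2 M to 86.3 M (OSMI-2 6 h) in the OSMI-2 experiment. In the TMG experiment they ran from 46.9 M to 56.4 M (DMSO 2 h), from 46.7 M to 49.9 M (TMG 2 h), from 43.0 M to 48.4 M (DMSO 6 h) and from 39.5 M to 48.5 M (TMG 6 h). The index read files gave 96.4% to 99.0% of reads with the main index of their sample. OSMI-2 libraries were thus deeper than their DMSO libraries at both times, and the depth of the TMG libraries overlapped that of their controls.

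Detained introns held a small share of all counts, and this share differed between the DMSO groups as well as between treated groups and their controls. In the OSMI-2 experiment it was 0.262% ± 0.020 (SD, n = 3) in DMSO and 0.251% ± 0.024 (SD, n = 3) in OSMI-2 libraries at 2 h. At 6 h it was 0.984% ± 0.229 (SD, n = 3) in DMSO, with single libraries from 0.756% to 1.21%, and 0.307% ± 0.030 (SD, n = 2) in OSMI-2 libraries. In the TMG experiment it was 0.416% ± 0.034 (SD, n = 3) in DMSO and 0.518% ± 0.038 (SD, n = 3) in TMG libraries at 2 h, and 0.556% ± 0.105 (SD, n = 3) and 0.624% ± 0.044 (SD, n = 3) at 6 h. The lowest TMG 2 h library (0.475%) lay above the highest DMSO 2 h library (0.443%), whereas the ranges overlapped at 6 h (0.462% to 0.669% in DMSO, 0.580% to 0.668% in TMG).

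**Figure D1:**
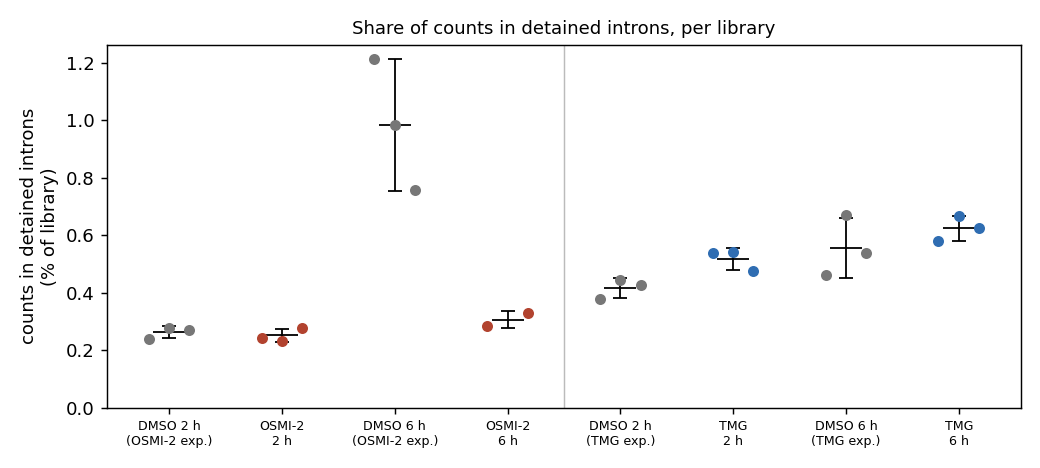
Share of each library's counts that fell in detained introns, in percent of the library, for the 8 groups; points are libraries, horizontal marks are group means and bars are the SD. DMSO libraries at 6 h in the OSMI-2 experiment (0.756% to 1.21%) lie above every other library, and OSMI-2 libraries at 6 h (0.286% and 0.328%) lie near the 2 h libraries of that experiment.

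The first comparison asked what OSMI-2 changed within 2 h. Of 12320 genes tested, 0 passed the threshold, and 159 had an unadjusted p under 0.05. That is fewer than would fall there with no change in any gene, so the test may have been conservative. The 0 genes therefore do not show that no gene changed. The DESeq2 Wald test called 1 gene. Of 3043 detained introns, 4 passed, and all 4 were lower with OSMI-2. They were both detained introns of OGT, 1 of the 2 tested introns of MGEA5, and IMMT_E007. The OGT intron OGT_E005 (X 70764486 to 70766193, plus strand, 1708 bases) had 0.306 ± 0.091 CPM (SD, n = 3; 17 to 30 counts per library) with OSMI-2 and 1.42 ± 0.42 CPM (SD, n = 3; 54 to 84 counts) with DMSO, a log2 fold change of -2.21 (SE 0.27; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 1.94e-05). OGT_E007 (X 70766347 to 70767756, 1410 bases) changed by -2.16 (SE 0.25; edgeR, Benjamini-Hochberg adjusted p 8.78e-06). MGEA5_E008 (10 103553756 to 103555130, minus strand, 1375 bases) had 10 to 22 counts with OSMI-2 and 27 to 42 with DMSO and changed by -1.96 (SE 0.32; edgeR, Benjamini-Hochberg adjusted p 0.00163). In these 3 introns every treated library lay below every DMSO library in CPM. Without DMSO library b 2 introns passed, and without DMSO library c 7 did. Without DMSO library b, MGEA5_E008 lost the threshold (log2 fold change -1.70, edgeR adjusted p 0.0780 after Benjamini-Hochberg; 1.6e-05 to 0.00864 under its other alternatives).

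IMMT_E007, named after its value was seen, changed by -2.58 (SE 0.46; edgeR, Benjamini-Hochberg adjusted p 0.00459), but its share of the counts of IMMT ran from 0.115% to 1.93% among the 3 DMSO libraries and from 0.223% to 0.239% with OSMI-2, so the groups overlapped. Relative to their gene, OGT_E005 and OGT_E007 were the 2 introns of 3111 that passed (log2 change -2.73 with SE 0.28 and -2.66 with SE 0.27; limma, Benjamini-Hochberg adjusted p 4.49e-05 for both), and MGEA5_E008 did not (log2 change -1.32, limma, Benjamini-Hochberg adjusted p 0.118). By the authors' test of bin usage MGEA5_E008 did pass (log2 fold change -1.31, authors' adjusted p 0.00598), so its call relative to the gene depends on the test. Without DMSO library c, 5 introns passed relative to their gene. The OGT gene itself had a log2 fold change of 0.57 (SE 0.26) and MGEA5 of -0.63 (SE 0.20), and neither passed (edgeR, Benjamini-Hochberg adjusted p 0.9996 for both). The other MGEA5 intron in the table, MGEA5_E003 (10 103547281 to 103550652, 3372 bases), changed by 0.19 (SE 0.29; edgeR, Benjamini-Hochberg adjusted p 0.9996).

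The libraries of this comparison fell into 2 technical sets by how gene counts varied with transcript GC content. The slope was taken on log2 expression relative to each gene's mean over all 23 libraries, so it compares libraries with each other. In log2 units per 10 points of GC, it was 0.637, 0.566 and 0.656 in DMSO a, DMSO b and OSMI-2 b. In DMSO c, OSMI-2 a and OSMI-2 c it was 0.892, 0.843 and 0.866. The set limit of 0.75 was chosen after the slopes were seen. With this set as a term in the fit, 0 genes passed (549 at an unadjusted p under 0.05) and 7 introns passed, 3 higher and 4 lower, which included the 4 of the fit without it. OGT_E005 then had a log2 fold change of -2.20 (edgeR, Benjamini-Hochberg adjusted p 1.68e-07), and MGEA5_E008 one of -1.79 (edgeR, Benjamini-Hochberg adjusted p 2.77e-04). Each set held 3 libraries, with 1 library of 1 group, so no separate test was made within a set.

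**Figure D2:**
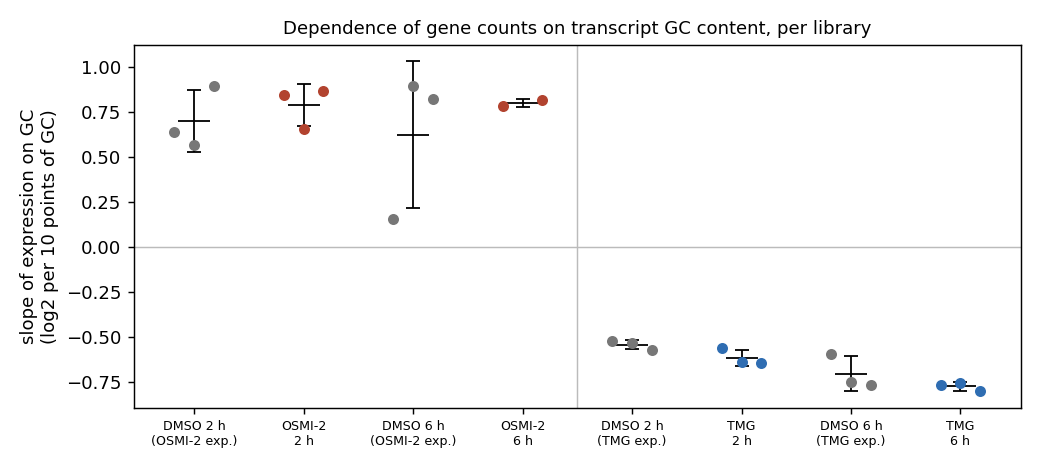
Slope on transcript GC content of each library's log2 gene expression relative to the gene's mean over all 23 libraries. Units are log2 per 10 points of GC, over 8410 genes. Points are libraries, horizontal marks are group means and bars are the SD. Slopes are above 0 in every library of the OSMI-2 experiment and below 0 in every library of the TMG experiment. These signs are relative to the shared mean and do not give the direction within a library. DMSO 6 h library a of the OSMI-2 experiment (0.155) lies apart from the other libraries of its group (0.896 and 0.823).

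At 6 h of OSMI-2, 608 of 12486 genes passed, 312 higher and 296 lower. The count depended on the fit: it was 5974 in the fit of all 23 libraries, and 5263 without DMSO library a or 131 without DMSO library c. The median log2 fold change of all genes was 0.15 and moved with scaling, to 0.30 with median-of-ratios factors (710 higher and 236 lower) and to -0.09 with TMM over genes only (31 higher and 472 lower), so directions of single genes are relative to that scale. The largest rises by the naming rule were HMOX1 (22 35777061 to 35790210; log2 fold change 1.75, SE 0.32), LRRC73 (1.75, SE 0.42) and ELF1 (1.61, SE 0.38), with edgeR adjusted p after Benjamini-Hochberg of 3.79e-04, 0.00741 and 0.00598. HMOX1 had 47.0 ± 1.0 CPM (SD, n = 2) with OSMI-2 and 13.9 ± 4.2 CPM (SD, n = 3) with DMSO. By the same rule the largest falls were BPNT1 (-2.51, SE 0.41), RP11-250B2.3 (-2.41, SE 0.47) and AC159540.1 (-2.40, SE 0.44), with edgeR adjusted p after Benjamini-Hochberg of 8.24e-05, 6.69e-04 and 3.79e-04. Both enzymes fell as genes. OGT changed by -1.85 (SE 0.34; edgeR, Benjamini-Hochberg adjusted p 3.79e-04), with 7097 to 15683 counts per DMSO library and 3130 and 3182 counts with OSMI-2, and MGEA5 by -1.93 (SE 0.33; edgeR, Benjamini-Hochberg adjusted p 1.52e-04). Every treated library was below every DMSO library for both.

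Detained introns fell broadly at 6 h of OSMI-2. Of 4684 tested, 4045 were lower and 26 higher, with a median log2 fold change of -1.55, and relative to their gene 4116 of 4616 were lower and 10 higher. Scaling the libraries on introns alone, which sets the shared change near 0 by construction, gave 760 introns past the threshold, 487 higher and 273 lower, of which 355 had also passed, in either direction, on the scale of genes and introns together. The DMSO libraries themselves carried part of this difference: between 2 h and 6 h of DMSO in the same experiment 4008 of 4527 introns rose and 78 fell (median log2 fold change 1.70), whereas between 2 h and 6 h of OSMI-2 95 of 3893 rose and 12 fell (median 0.20). By the naming rule the largest falls were OGT_E005 (log2 fold change -4.87, SE 0.35), OGT_E007 (-4.86, SE 0.35) and MGEA5_E008 (-3.98, SE 0.37), with edgeR adjusted p after Benjamini-Hochberg of 1.15e-39, 4.50e-40 and 2.17e-23. Relative to their genes these changed by -2.97, -2.92 and -1.92 (limma, Benjamini-Hochberg adjusted p 2.95e-23, 7.85e-24 and 9.62e-09). MGEA5_E003 changed by -2.39 (SE 0.32) but relative to MGEA5 by -0.50, which did not pass (limma, Benjamini-Hochberg adjusted p 0.115). By the same rule the largest rises were DOT1L_E006 (1.248, SE 0.35), AARS_E004 (0.98, SE 0.26) and EFCAB4A_E006 (0.97, SE 0.34), and none of these passed relative to its gene (limma, Benjamini-Hochberg adjusted p 0.0801, 0.206 and 0.258). By the authors' test of bin usage DOT1L_E006 passed (log2 fold change 0.60, authors' adjusted p 0.0175). AARS_E004 and EFCAB4A_E006 did not pass by it (authors' adjusted p 0.924 and 0.349). AARS_E004 also varied between 0.925% and 3.46% of AARS counts among the DMSO libraries.

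**Figure D3:**
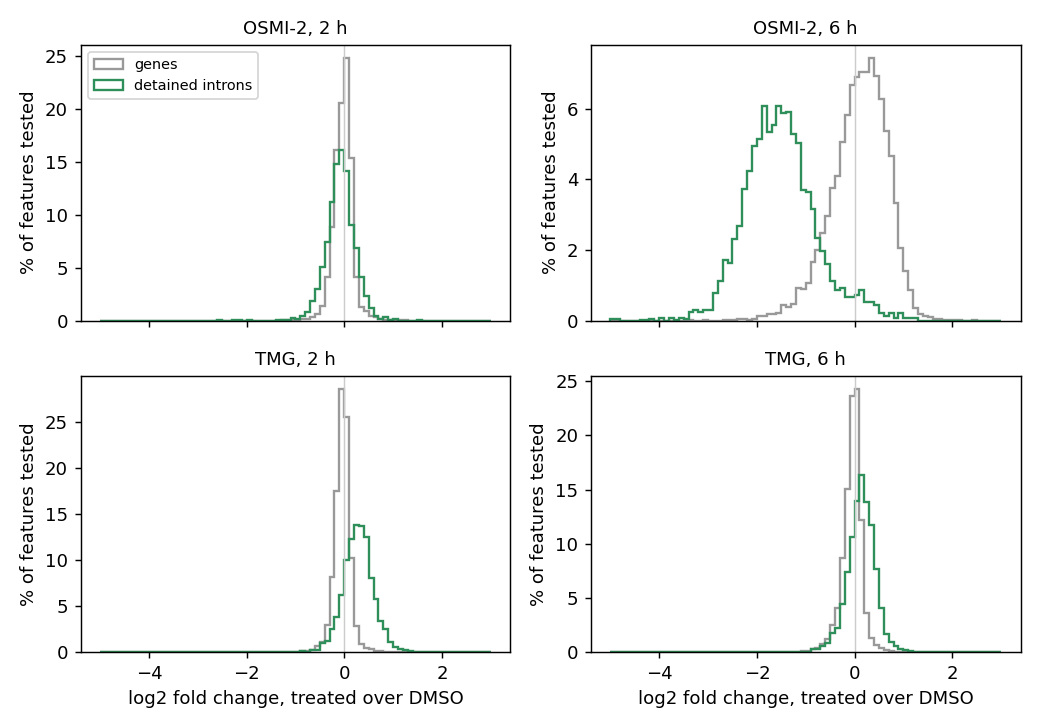
Distribution of log2 fold changes, treated over DMSO, for genes (grey) and detained introns (green) in the 4 comparisons, as percent of the features tested per bin; changes beyond the axis are drawn at its ends. With OSMI-2 at 6 h introns centre on a median of -1.55 and genes on 0.15, with TMG at 2 h introns centre on 0.29 and genes on -0.03, and in both the position of 0 depends on the scaling.

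TMG for 2 h changed 978 of 12365 genes, 154 higher and 824 lower, by small amounts: 5 of the 978 had an absolute log2 fold change of at least 1. The fit of all 23 libraries called 0 genes (163 at an unadjusted p under 0.05), and the count was 243 without TMG library b. TMM over genes only gave 247 higher and 521 lower. With the GC trend removed 722 of 11888 genes passed, 96 higher and 626 lower, and 506 of these were among the 978. Part of the 978 thus depends on the GC trend. By the naming rule, with its limits on counts and on separation of the libraries, the largest rises were NOS1AP (log2 fold change 0.58, SE 0.15), SLC26A10 (0.52, SE 0.12) and LTB4R (0.52, SE 0.15), and the largest falls ADAMTS8 (-0.74, SE 0.23), SEPT4 (-0.68, SE 0.20) and ULBP2 (-0.66, SE 0.11), with edgeR adjusted p after Benjamini-Hochberg from 9.75e-04 (ULBP2) to 0.0417 (ADAMTS8). OGT (-0.04, SE 0.05) and MGEA5 (0.14, SE 0.05) did not pass as genes (edgeR, Benjamini-Hochberg adjusted p 0.708 and 0.0847).

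Detained introns rose with TMG at 2 h: 396 of 4061 tested were higher and 5 lower, with a median log2 fold change of 0.29 over all introns, and relative to their gene 410 of 4031 were higher and 2 lower. Scaled on introns alone, 31 were higher and 40 lower, and without TMG library b the count was 60. Relative to the gene the count was 29 without TMG library a. By the naming rule the largest rises were DDB1_E004 (11 61068405 to 61069728; log2 fold change 3.49, SE 0.16), PSMC6_E013 (14 53187909 to 53190522; 1.251, SE 0.18) and MGEA5_E008 (1.21, SE 0.12), with edgeR adjusted p after Benjamini-Hochberg of 7.95e-20, 3.56e-05 and 7.13e-09 and with every TMG library above every DMSO library. The share of DDB1_E004 in the counts of DDB1 was 0.847% to 0.929% in the TMG 2 h libraries and 0.057% to 0.095% in their DMSO libraries, but DMSO libraries of the OSMI-2 experiment held either level at the same time point (1.20%, 0.037% and 1.13%). The 5 falls were AP2A2_E020 (-1.07), EIF2B1_E002 (-0.62), C1orf63_E007 (-0.52), PLOD3_E008 (-0.45; a bin that carries another class too) and TCEA2_E002 (-0.40); the first 2 of these also fell relative to their gene (-1.04 and -0.79), but EIF2B1_E002 held 4.46%, 1.59% and 1.56% of EIF2B1 counts with TMG and 3.34% to 4.28% with DMSO, so the groups overlapped. OGT_E005 and OGT_E007 rose by 0.26 each (SE 0.09 and 0.08; edgeR, Benjamini-Hochberg adjusted p 0.0423 and 0.0392), close to the median of all introns. Both lost the threshold under several alternatives, with a Benjamini-Hochberg adjusted p from 0.0237 to 0.928 for OGT_E005 over its alternatives, and changed by -0.027 when scaled on introns alone. MGEA5_E003 did not pass (0.66, SE 0.23; edgeR, Benjamini-Hochberg adjusted p 0.0616).

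**Figure D4:**
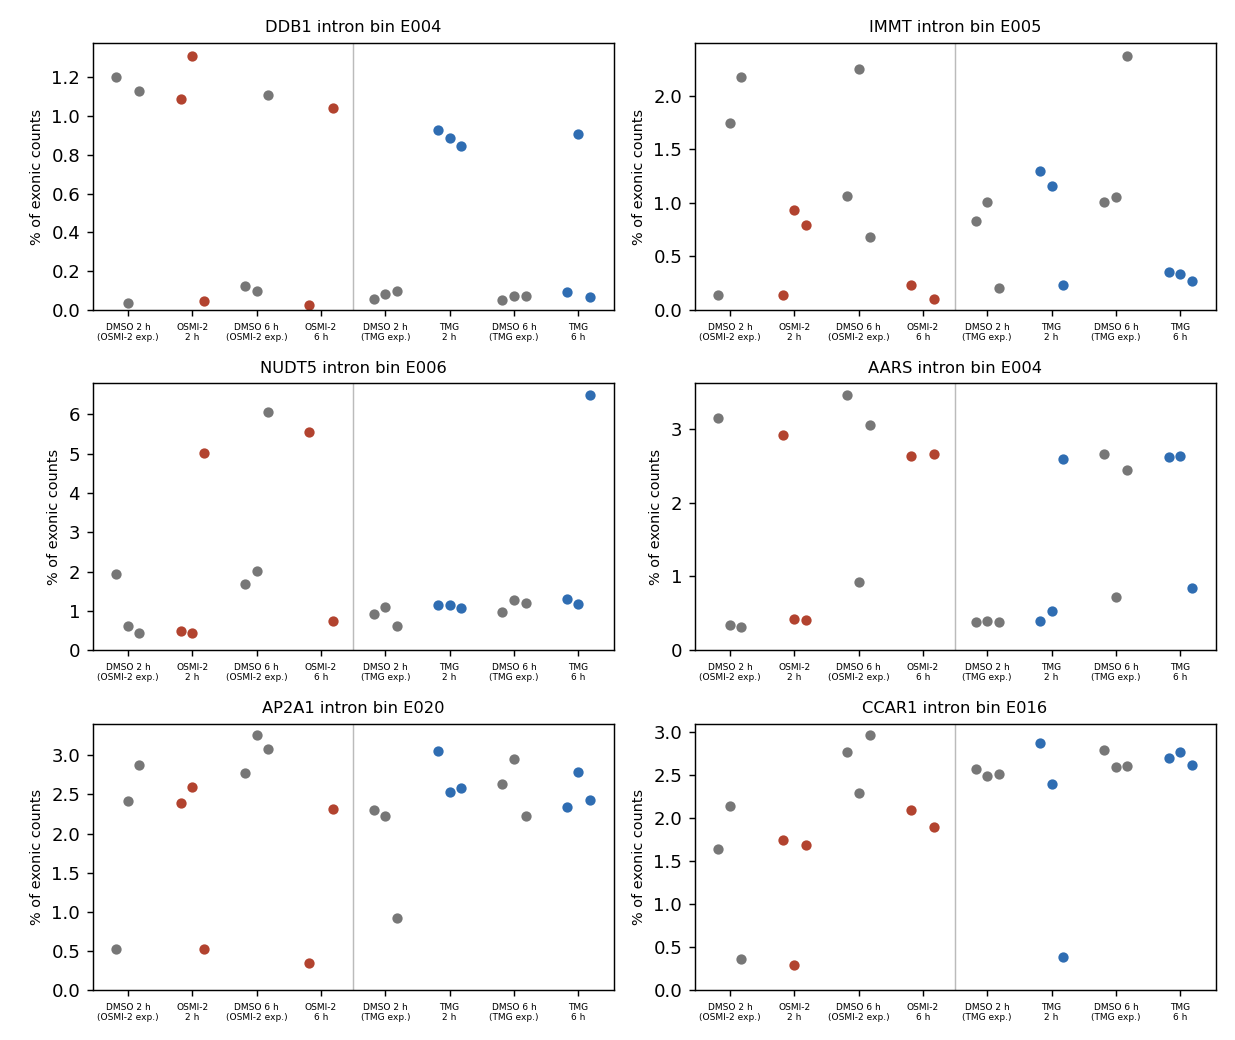
Counts of 6 detained introns as percent of the exonic counts of their gene, for the 8 groups; each point is a library (grey DMSO, red OSMI-2, blue TMG) and no means are drawn. DDB1_E004 lies at 0.847% to 0.929% in the TMG 2 h libraries and at 0.057% to 0.095% in their DMSO libraries, and DMSO 2 h libraries of the OSMI-2 experiment lie at 1.20%, 0.037% and 1.13%; the 6 introns were chosen after their values were seen.

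TMG for 6 h changed 737 of 12090 genes, 145 higher and 592 lower. The fit of all 23 libraries called 2 genes, and the fit after removal of the GC trend 1452. The count ran from 89 without TMG library b to 1248 without DMSO library a. By the naming rule the largest rises were MROH6 (log2 fold change 0.75, SE 0.11), NR2F1-AS1 (0.75, SE 0.18) and ZNF256 (0.74, SE 0.12), and the largest falls AKAP3 (-1.18, SE 0.21), DISP2 (-1.11, SE 0.23) and SNPH (-1.06, SE 0.18), with edgeR adjusted p after Benjamini-Hochberg from 0.00250 (MROH6) to 0.0242 (NR2F1-AS1). MGEA5 rose from 158.1 ± 9.2 CPM (SD, n = 3) to 260.0 ± 4.8 CPM (SD, n = 3), a log2 fold change of 0.72 (SE 0.06; edgeR, Benjamini-Hochberg adjusted p 5.70e-06). OGT fell from 239.9 ± 13.6 CPM (SD, n = 3) to 171.5 ± 14.9 CPM (SD, n = 3), a log2 fold change of -0.48 (SE 0.07; edgeR, Benjamini-Hochberg adjusted p 0.00159). Both were separated in every library, and both lost the threshold in the fit of all 23 libraries (edgeR adjusted p 0.0849 and 1 after Benjamini-Hochberg; at most 9.98e-04 and 0.0166 under their other alternatives, though both changes were under an absolute log2 fold change of 1).

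Of 4186 detained introns, 8 passed with TMG at 6 h, 7 higher and 1 lower, and 327 had an unadjusted p under 0.05. The count was 330 without DMSO library b and 6 without TMG library b. By the naming rule the rises were MGEA5_E008 (log2 fold change 2.33, SE 0.19), OGT_E007 (0.93, SE 0.17) and OGT_E005 (0.89, SE 0.17), with edgeR adjusted p after Benjamini-Hochberg of 1.16e-15, 3.07e-04 and 0.00114. Relative to their genes they rose by 1.61, 1.42 and 1.40 (limma, Benjamini-Hochberg adjusted p 3.38e-11, 7.78e-13 and 7.79e-13). MGEA5_E008 had 459 to 536 counts per TMG library and 85 to 123 per DMSO library. The fall was IMMT_E005 (2 86378644 to 86380682; -2.05, SE 0.26; edgeR, Benjamini-Hochberg adjusted p 2.25e-08). The other rises were DDB1_E004 (2.44), ANKRD17_E009 (1.95), NUDT5_E006 (1.45) and FYN_E006 (1.15). DDB1_E004 rested on TMG library b, with 309 counts against 40 and 26 in the other TMG libraries, and NUDT5_E006 on TMG library c (6.49% of NUDT5 counts, against 1.18% in the lowest TMG library). ANKRD17_E009 rested on TMG libraries b and c (116 and 133 counts, 1.31% and 1.37% of ANKRD17 counts), and TMG library a (31 counts, 0.271%) lay within the DMSO range of 0.182% to 0.384%. Relative to the gene 8 introns passed, with DDX46_E015 (1.16) in place of NUDT5_E006; without DMSO library b this count was 273, and without TMG library b it was 5. MGEA5_E003 did not pass (0.47, SE 0.24; edgeR, Benjamini-Hochberg adjusted p 0.629).

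**Figure D5:**
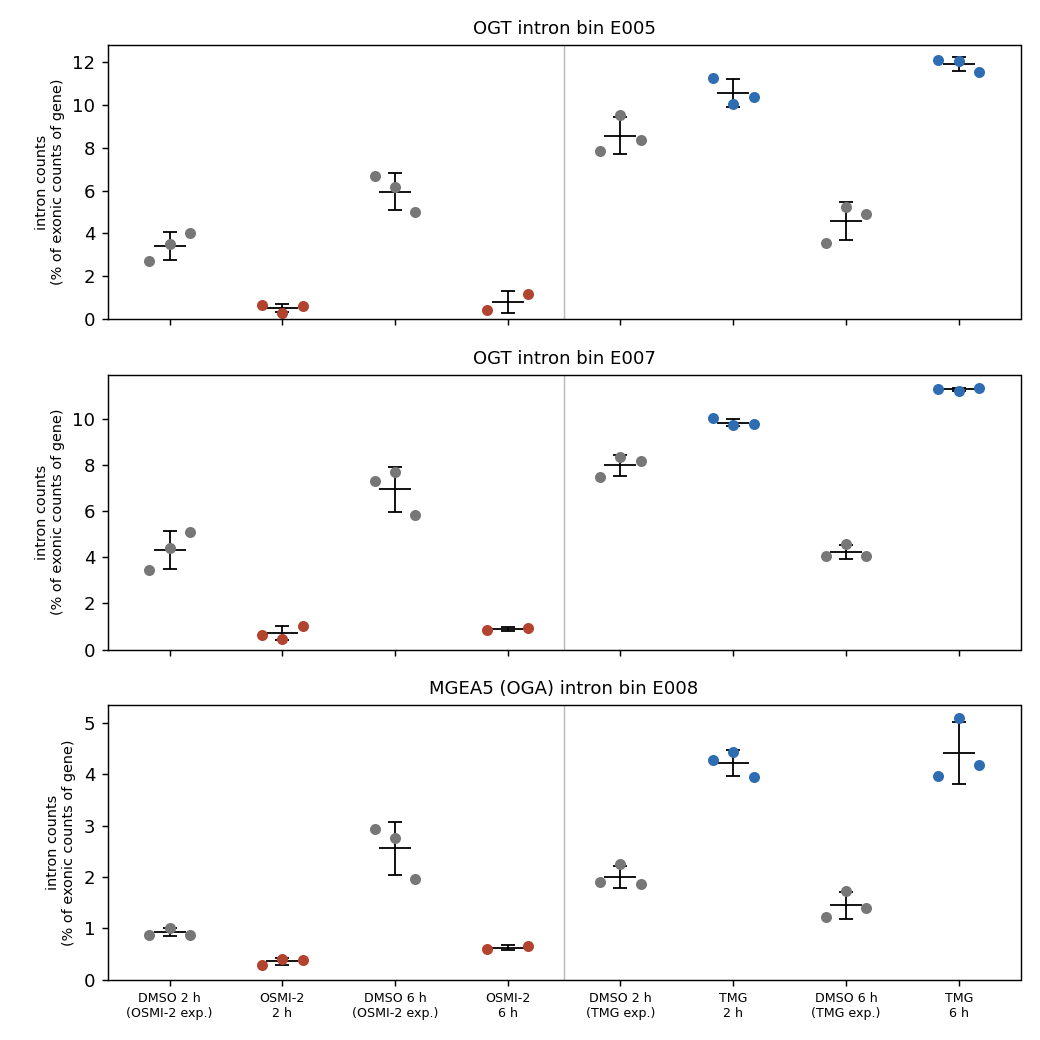
Counts of 3 detained introns of the enzymes as percent of the exonic counts of their gene, for the 8 groups; points are libraries, horizontal marks are group means and bars are the SD. OGT_E005 held 3.42% in DMSO and 0.523% in OSMI-2 libraries at 2 h, and 4.57% in DMSO and 11.9% in TMG libraries at 6 h; the DMSO groups themselves ran from 3.42% to 8.57%.

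The inhibitors act on the same modification in opposite directions, and their effects on introns were set against each other. At 2 h, 3 introns passed with both drugs (OGT_E005, OGT_E007 and MGEA5_E008), and all 3 moved in opposite directions (100%, exact 95% interval 29.2% to 100%). Because nearly all introns past the threshold fell with OSMI-2 and rose with TMG, 98.8% would be opposite if the effects were unlinked, so this share does not bear on a link between the drugs. At 6 h, 6 passed with both, and 5 moved in opposite directions (83.3%, exact 95% interval 35.9% to 99.6%; 87.0% would be opposite if the drugs were unlinked); these were the same 3 introns with ANKRD17_E009 and FYN_E006, and IMMT_E005 fell with both drugs. Over introns with a mean of at least 50 counts, 64.6% of 602 at 2 h and 80.0% of 1257 at 6 h had opposite signs, against 59.5% and 78.4% for unlinked effects with the same shares of rises and falls; these shares depend on the scaling. The correlation across these introns was weak (Pearson -0.18 and Spearman -0.19 at 2 h, -0.24 and -0.25 at 6 h); introns are not independent replicates.

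The difference between the drug effects was tested itself. At 2 h it passed for 0 of 12538 genes (1022 at an unadjusted p under 0.05) and for 11 of 4235 introns, 2 higher and 9 lower with OSMI-2 than with TMG. Without DMSO 2 h library c of the OSMI-2 experiment 279 genes passed, and without OSMI-2 2 h library a 4 introns passed. Among these were MGEA5_E008 (difference in log2 fold change -3.12, SE 0.32), OGT_E005 (-2.42, SE 0.26) and OGT_E007 (-2.37, SE 0.24), with edgeR adjusted p after Benjamini-Hochberg of 1.59e-08, 5.13e-08 and 1.59e-08. At 6 h it passed for 2500 of 12577 genes (2125 higher and 375 lower with OSMI-2) and for 3474 of 4690 introns (27 higher and 3447 lower); scaled within each comparison, the gene count was 1186 (743 higher and 443 lower). Without DMSO library a of the OSMI-2 experiment it was 9395 genes and 2162 introns, and without DMSO library a of the TMG experiment it was 539 genes. The differences of MGEA5_E008, OGT_E005 and OGT_E007 at 6 h were -6.13, -5.58 and -5.63 (edgeR, Benjamini-Hochberg adjusted p at most 1.48e-11). As genes, MGEA5 differed by -2.48 (SE 0.29) and OGT by -1.21 (SE 0.37; edgeR, Benjamini-Hochberg adjusted p 0.00292 and 0.0345).

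The effect at 6 h was tested against the effect at 2 h for each drug. For OSMI-2 the difference passed for 14 of 12588 genes, 2 higher and 12 lower, among them OGT (-2.46, SE 0.44; edgeR, Benjamini-Hochberg adjusted p 0.0326), and for 3099 of 4698 introns, 12 higher and 3087 lower. The gene count was 0 when scaled within each comparison (2055 at an unadjusted p under 0.05), 370 with DESeq2, 1610 without DMSO 6 h library a, and 0 without DMSO 2 h library a. For TMG it passed for 3 of 12402 genes, MGEA5 (0.60, SE 0.08), ZFR (0.44, SE 0.07) and ANKRD26 (-0.71, SE 0.13), with edgeR adjusted p after Benjamini-Hochberg of 4.79e-04, 0.00811 and 0.0281. The gene count was 69 without DMSO 6 h library a and 1 without TMG 2 h library b. It passed for 3 of 4396 introns, ANKRD17_E009 (2.74, SE 0.55), IMMT_E005 (-2.34, SE 0.47) and MGEA5_E008 (1.13, SE 0.22; edgeR, Benjamini-Hochberg adjusted p 0.00967 for each); without TMG 2 h library a, 0 introns passed. For the OGT introns the difference in time with TMG did not pass (OGT_E005 0.64 and OGT_E007 0.68; edgeR, Benjamini-Hochberg adjusted p 0.389 and 0.127).

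The O-GlcNAc list and the SR list were tested in each comparison. With OSMI-2 at 2 h, 0 genes of either list passed, over all genes and adjusted over the list alone (1 and 0 at an unadjusted p under 0.05); 3 of 4 O-GlcNAc introns passed both ways, all lower, and 0 of 8 SR introns passed either way (0 at an unadjusted p under 0.05). With OSMI-2 at 6 h, 2 of 8 O-GlcNAc genes (OGT and MGEA5) passed both ways, and 1 of 17 SR genes passed over all genes (SRSF5, -1.09) and 2 adjusted over the list alone, all lower; 6 of 6 O-GlcNAc introns and 7 of 8 SR introns were lower both ways, with medians of -3.18 and -1.40 against -1.55 for all introns. On the scale of introns alone CLK1_E011, CLK3_E005 and SRSF7_E006 changed sign. With TMG at 2 h, 0 O-GlcNAc genes passed over all genes and 2 adjusted over the list alone, both higher; 2 SR genes passed both ways (CLK2, 0.21, and SRSF10, 0.17). Of the introns, 3 of 6 O-GlcNAc and 3 of 8 SR introns passed over all introns, and 4 and 5 adjusted over the list alone, all higher, with medians of 0.38 and 0.32 against 0.29 for all introns. With TMG at 6 h, MGEA5 and OGT passed both ways and 0 SR genes passed either way (8 at an unadjusted p under 0.05); 3 of 6 O-GlcNAc introns passed both ways, all higher, and 0 SR introns passed either way (2 at an unadjusted p under 0.05).

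The authors' deposited table for OSMI-2 at 2 h had 18 bins with an adjusted p under 0.05, of which 4 were detained introns, and the authors' deposited table at 6 h had 9849, of which 3816 were. The authors' deposited tables for TMG had 338 bins with 152 detained introns at 2 h and 57 with 7 at 6 h.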

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

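The counts of splits of the libraries into groups of the real sizes were planned before their results were seen, as were the test for genomic DNA and the tests of flanking exons for MGEA5_E008 and IMMT_E005; the other tests in this part, and the splits that kept 1 drug's libraries in place, were chosen only after the result was seen. Each result here is a difference between the effects of 2 drugs or of 2 times that passed its own test of the difference.

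At 2 h the effects of OSMI-2 and TMG differed for 11 introns, 2 higher and 9 lower with OSMI-2. Of 100 splits drawn among 200 that kept each experiment's group sizes, 3 gave as many introns, the real one included. The other 2 gave 90 and 96 introns, and both kept the TMG libraries on their real sides and regrouped the OSMI-2 and DMSO libraries beside them. Over all 20 splits of that kind, 4 gave at least 11 introns. Over the 20 that kept the OSMI-2 libraries in place and regrouped those of the TMG experiment, 1 did, the real one, and the largest other count was 6. The 3 of 100 therefore reflect the TMG grouping, and the number of introns does not set the OSMI-2 grouping apart. For genes the test gave 0 (1022 at an unadjusted p under 0.05), the least any split can give, so that 100 of 100 splits with as many decide nothing; another split gave 3265 genes. The introns of the enzymes that the drugs inhibit, OGT_E005, OGT_E007 and MGEA5_E008, were among the 11. The others were IMMT_E007, EIF3D_E004, EIF2B1_E002, AP2A2_E020, NRDE2_E003, TAF1D_E008, SHPK_E021 and SRRM1_E019, with AP2A2_E020 and EIF2B1_E002 higher with OSMI-2. The change of AP2A2_E020 with TMG went with an opposite change of 1.31 percentage points in its flanking exons. In the OSMI-2 experiment it held 1.48% to 1.64% of AP2A2 counts with OSMI-2. The DMSO libraries there held 0.282%, 0.319% and 1.51%, so the groups overlapped. EIF2B1_E002 differed between libraries of a group, with 4.01%, 4.67% and 1.09% of EIF2B1 counts in OSMI-2 and 4.46%, 1.59% and 1.56% in TMG libraries, the last group overlapping its DMSO libraries (3.34% to 4.28%). IMMT_E007 overlapped between OSMI-2 and DMSO. A response of the OGT introns to OSMI-2 (log2 fold changes of -2.21 and -2.16; with TMG 0.26 each, close to the median of all introns) and of MGEA5_E008 to both drugs may underlie their part of this difference; for MGEA5_E008 the technical alternative, reads moved at alignment from flanking exons into the intron, was argued against in the TMG 6 h libraries, where the flanking exons rose with the intron, by 1.28 percentage points. That test was not made for OSMI-2 or for TMG at 2 h, so it does not cover the libraries of this difference.

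At 6 h the effects of the drugs differed for 2500 genes, 2125 higher and 375 lower with OSMI-2, and for 3474 introns, 27 higher and 3447 lower. For genes, scaling each comparison by itself gave 1186, of which 1112 were among the 2500, so scaling of the libraries can account for a part of the 2500 and not for all of it. With the GC trend removed in addition to that scaling, 5006 passed, of which 2264 were among the 2500. This argues against GC bias as the cause for those 2264. Both changes were made together, so the counterpart of the 5006 with the trend kept is the 1186. For the genes that remain, the drugs' own effects and differences between the experiments other than these stay open. The splits of the libraries were not counted for this difference, so how many regroupings would give as many genes or introns is not known.

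The introns of the 6 h drug difference, and the 3099 introns (12 higher and 3087 lower) for which OSMI-2 acted differently at 6 h than at 2 h, rest on the same fall in OSMI-2 against DMSO at 6 h. Several technical explanations were tested against it. Scaling of the libraries was argued against by the test relative to the gene, in which 4116 introns were lower. Bias with the GC content of the gene's transcripts was argued against by the fit with that trend removed, in which 4055 were lower. The intron's own GC content was not used, so a bias with it was not tested. Genomic DNA in the DMSO libraries would add the same amount per kilobase to introns of weakly and strongly expressed genes, but the median excess per kilobase was 9.29 times as large in the most expressed as in the least expressed of 3 equal sets of genes (1.09 against 0.117 CPM per kilobase). An exchange of labels between OSMI-2 and DMSO at 6 h would turn the change of OGT_E005 relative to OGT upward, against the direction at 2 h, but as labelled it was -2.97.

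An explanation that the values fit is the intron level of the DMSO libraries at 6 h. In that experiment 4008 introns were higher in DMSO at 6 h than in DMSO at 2 h and 78 were lower, whereas from 2 h to 6 h of OSMI-2 95 rose and 12 fell. In the TMG experiment 860 introns rose and 37 fell in DMSO over the same time, with a median log2 change of 0.41 against 1.70. The broad fall may thus come from DMSO libraries with many intron reads at 6 h, for a technical reason such as RNA extraction or handling of these dishes, or from a rise over time that OSMI-2 held back. The design does not separate these, because the DMSO libraries at 6 h were the controls of this drug alone, and the extraction of each sample is not stated. The introns of the enzymes went beyond the shared shift: scaled on introns alone, OGT_E005 still changed by -3.37 and MGEA5_E008 by -2.49, and both had already fallen at 2 h, where the DMSO and OSMI-2 libraries had similar intron shares. A response of these introns to OSMI-2 stays open as a hypothesis.

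OSMI-2 acted differently on 14 genes at 6 h than at 2 h, 2 higher (AMBN and CTXN1) and 12 lower, with OGT among the latter. Scaled within each comparison 0 genes passed (2055 at an unadjusted p under 0.05), so scaling of the libraries may decide whether single genes pass. With the GC trend removed in addition to that scaling 2670 passed. That total does not say how many of the 14 are among them, so it does not decide whether GC bias underlies these genes. For OGT the level of the DMSO libraries fits as a cause too: OGT rose by 1.81 from DMSO at 2 h to DMSO at 6 h in this experiment (by 0.60 in the TMG experiment), and from 2 h to 6 h of OSMI-2 changed by -0.58, which did not pass (edgeR, Benjamini-Hochberg adjusted p 0.257).

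TMG acted differently at 6 h than at 2 h on 3 genes (MGEA5, ZFR and ANKRD26) and on 3 introns (ANKRD17_E009, IMMT_E005 and MGEA5_E008). Of 100 splits drawn, 10 gave at least as many genes (up to 537) and 8 at least as many introns (up to 1049), the real one included. All 9 other splits with as many genes kept the TMG and DMSO libraries of 1 time apart as labelled and so hold the drug effect at that time; they are no measure of chance, and 0 of the 83 splits that mixed TMG and DMSO libraries at both times gave as many genes. For introns 3 of the 7 others kept 1 time so and 4 did not (up to 23 introns), so for 3 introns the number alone carries little weight. For MGEA5_E008 the change at 6 h was not that of the whole gene alone, since relative to MGEA5 it was 1.61. The rise of its flanking exons by 1.28 percentage points spoke against reads moved from them at 6 h. Neither value tests the difference between the times. That difference was 1.13 for the intron and 0.60 for MGEA5 as a gene. Relative to MGEA5 the intron had already risen by 1.07 at 2 h, so the gene may carry part of the difference. For IMMT_E005 the flanking exons rose by 1.68 percentage points as the intron fell, but the libraries overlapped, so reads moved at alignment and a response to TMG cannot be told apart there. ANKRD17_E009 held 0.148% to 1.03% of ANKRD17 counts in the DMSO 2 h libraries, a range that its mean difference has to be read against.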

How the results depend on the processing

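The fits with the GC trend removed, with libraries scaled on introns alone or within each comparison, with a batch term, and with the column letter as a block were chosen only after the result was seen; the others were planned. The cause was not tested for the differences given here unless it is named.

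With OSMI-2 at 6 h 3636 to 4252 introns passed under DESeq2, the authors' adjusted p, median-of-ratios factors, TMM over genes only, no filter, both other thresholds, the fold change limit, the GC fit and the fit of all 23 libraries, and at most 68 of them were higher in any of these; the filter of at least 10 counts in every library tested fewer introns (2846 passed). Of the counts that answer a comparison, 193 values under alternatives stayed within 1.5 times, or for shares within the interval, and 115 moved further, 59 of these on leaving out a library.

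DESeq2 called 1 gene for OSMI-2 at 2 h, 1184 for OSMI-2 at 6 h (907 higher, 277 lower), 168 introns for TMG at 2 h and 4 introns for TMG at 6 h. For the drug differences it called 1 gene and 4 introns at 2 h and 5948 genes and 2180 introns at 6 h, and for the time differences 370 genes with OSMI-2 and 18 genes and 1 intron with TMG. Median-of-ratios factors gave 946 genes for OSMI-2 at 6 h (710 higher, 236 lower, against 312 and 296), and TMM over genes only gave 503 (31 higher, 472 lower). TMM over genes only gave 247 higher and 521 lower genes with TMG at 2 h (against 154 and 824) and 233 and 468 at 6 h (against 145 and 592). These scalings moved the median log2 fold change of all genes with OSMI-2 at 6 h from 0.15 to 0.30 and -0.09.

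Scaling on introns alone removes a change that most introns share, by construction. It gave 760 introns with OSMI-2 at 6 h (487 higher, 273 lower), 71 with TMG at 2 h (31 higher, 40 lower) and 20 with TMG at 6 h, of which 355, 36 and 8 had also passed, in either direction, on the scale of genes and introns together. It turned the sign of CLK1_E011 (0.32), CLK3_E005 (0.30) and SRSF7_E006 (0.87) with OSMI-2 at 6 h and of OGT_E005 (-0.027) and OGT_E007 (-0.027) with TMG at 2 h. Scaling within each comparison gave 20 introns for the drug difference at 2 h, 1186 genes for that at 6 h and 0 genes for the time difference with OSMI-2 (2055 at an unadjusted p under 0.05).

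Removal of the GC trend gave 4154 genes with OSMI-2 at 6 h (3159 higher, 995 lower), 722 with TMG at 2 h and 1452 with TMG at 6 h. It gave 37 introns and 5006 genes for the drug differences at 2 h and 6 h. For the time differences it gave 2670 genes with OSMI-2 and 27 with TMG. In these tests of differences the libraries were also scaled within each comparison. The batch term gave 7 introns for OSMI-2 at 2 h.

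The fit of all 23 libraries gave 5974 genes with OSMI-2 at 6 h, 0 genes (163 at an unadjusted p under 0.05) and 3 introns with TMG at 2 h, and 2 genes and 3 introns with TMG at 6 h. This fit shares 1 estimate of the spread over both experiments. It turned the change of OGT with TMG at 2 h to 0.0034.

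A threshold of 0.01 gave 128 genes with OSMI-2 at 6 h, 311 genes, 102 introns and 55 relative introns with TMG at 2 h, and 140 genes with TMG at 6 h; a threshold of 0.1 gave 1335, then 1547, 708 and 776, and 1315. An absolute log2 fold change of at least 1 left 5 genes, 49 introns and 54 relative introns with TMG at 2 h and 24 genes with TMG at 6 h. A mean of at least 50 counts tested fewer introns relative to their gene and gave 1 and 1977 with OSMI-2 at 2 h and 6 h and 5 with TMG at 6 h. By the authors' adjusted p of bin usage, 4 introns passed with OSMI-2 at 2 h where the relative test gave 2, and 152 passed with TMG at 2 h; the authors' log2 fold change of MGEA5_E003 with TMG at 6 h was -0.26, against 0.47 for the intron alone; as a change of bin usage its counterpart is the change relative to the gene, which was -0.21.

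Leaving out each library in turn gave, for OSMI-2 at 2 h, 0 to 0 genes, 2 (without DMSO b) to 7 (without DMSO c) introns and 2 to 5 relative introns. For OSMI-2 at 6 h it gave 131 (without DMSO c) to 5263 (without DMSO a) genes, 3678 to 4088 introns and 3887 to 4147 relative introns over 3 fits; a fit without a treated library would leave 1 and was not run. For TMG at 2 h it gave 243 to 1212 genes, 60 to 562 introns and 29 to 531 relative introns. For TMG at 6 h it gave 89 to 1248 genes, 6 to 330 introns and 5 to 273 relative introns; the highest values of both came without DMSO b. The drug differences ranged from 0 to 279 genes and 4 to 15 introns at 2 h, and from 539 to 9395 genes and 2162 to 3658 introns at 6 h. The time differences ranged from 0 to 1610 genes and 2610 to 3304 introns with OSMI-2, and from 1 to 69 genes and 0 to 7 introns with TMG. The change of SRSF7_E006 with OSMI-2 at 6 h ranged from -0.89 (without DMSO c) to 0.037 (without DMSO a) and that of OGT with TMG at 2 h from -0.086 (without DMSO c) to 0.0064 (without DMSO a). The change of MGEA5_E003 relative to its gene with TMG at 6 h ranged from -0.361 (without DMSO a) to 0.012 (without DMSO b).

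Among values for named genes and introns, 1096 kept their direction and side of the threshold, 184 were weaker (67 of them on leaving out a library), 9 stronger and 10 reversed. The falls of OGT_E005 with OSMI-2 kept their direction and threshold under all alternatives run. The shares of introns with opposite changes rest on 3 and 6 introns, with intervals too wide to show whether they hold. Over all introns tested with both drugs the shares were 60.3% at 2 h and 71.4% at 6 h. Unlinked effects would give 57.5% and 70.1%.

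The split of the 6 libraries that the drug made in the OSMI-2 2 h comparison gave 0 genes, the least any split can give, so that 10 of 10 splits with as many decide nothing; 3 of 10 splits gave as many introns and 2 of 10 as many relative to their gene. The split along the GC slope (DMSO a, DMSO b and OSMI-2 b against the rest) gave 3986 genes, 12 introns and 5 relative introns. With TMG at 2 h the real split alone gave its count of genes, introns and relative introns (1 of 10 for each), and the largest count of another split was 0. With TMG at 6 h 1 of 10 splits gave as many genes, 1 of 10 as many introns and 2 of 10 as many relative introns; the other one, DMSO a, DMSO c and TMG a against the rest, gave 134 relative introns where the real split gave 8. With 10 splits this share is never under 0.1.

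No paired analysis was possible because the count columns carry letters and not the replicate numbers of the titles, and no label says that a letter pairs libraries. Libraries with the same letter did not all deviate together from their group means across genes (correlations of -0.276, 0.333 and 0.564 for a, b and c with OSMI-2 at 2 h, -0.027 to 0.038 with TMG at 2 h and 0.016 to 0.093 with TMG at 6 h). With the letter as a block nonetheless, OSMI-2 at 2 h gave 0 genes (534 at an unadjusted p under 0.05), 5 introns and 4 relative introns, and OGT (0.55) and MGEA5 (-0.62) still did not pass as genes (edgeR, Benjamini-Hochberg adjusted p 0.641 and 0.524). TMG at 6 h gave 1371 genes, 34 introns and 19 relative introns, and the time difference with TMG 10 genes and 8 introns. With TMG at 2 h MGEA5 then passed as a gene, and OGT_E007 and CLK2_E011 did not as introns. This fit was not run for OSMI-2 at 6 h, with 2 treated libraries. Fits planned for normalized values were not run, since the tables hold counts. With OSMI-2 at 2 h 3043 introns had enough counts to be tested, against 4684 at 6 h. The 2 h libraries were not shallower; their introns held less of the counts (a mean of 0.262% in DMSO at 2 h and of 0.984% at 6 h). In simulated data of the 2 h design edgeR recovered 81.0% of changed introns and the relative test 51.0%. These changed introns had a mean of at least 50 counts, which 741 of the 3111 introns of the relative test reached. The shares therefore do not hold for introns with fewer counts.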

Other observations

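The tests of flanking exons for IMMT_E005 and MGEA5_E008 were planned before their results were seen; the other tests in this part, and the limits that define the introns described first, were chosen only after the result was seen.

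A small set of detained introns moved between a low and a high level from library to library, whatever the group. Among 1423 introns with a mean of at least 50 counts, 6 had a range of at least 4 times between the libraries of a group, as percent of their gene's counts, in at least 3 groups: DDB1_E004, IMMT_E005, NUDT5_E006, AARS_E004, AP2A1_E020 and CCAR1_E016. In all, 22 had such a range in at least 1 group. DDB1_E004 held 1.20%, 0.037% and 1.13% of DDB1 counts in the DMSO 2 h libraries of the OSMI-2 experiment, 1.08%, 1.31% and 0.046% in OSMI-2 2 h, 0.125%, 0.097% and 1.11% in DMSO 6 h and 0.025% and 1.04% in OSMI-2 6 h. In the TMG experiment it held 0.057% to 0.095% in DMSO 2 h, 0.847% to 0.929% in TMG 2 h, 0.049% to 0.074% in DMSO 6 h, and 0.093%, 0.907% and 0.069% in TMG 6 h. Its counts per library ran from 19 to 1404.

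A response of DDB1_E004 to TMG, which had the largest rise named in the TMG 2 h comparison, is argued against by the same high level without TMG, up to 1.20% in a DMSO library. A technical explanation that the values fit is that reads were moved between the intron and its flanking exons at alignment in single libraries: as the intron's share rose with TMG at 2 h, the share of its flanking exons changed by -1.32 percentage points, from 7.21% to 5.89% of DDB1 counts. AP2A2_E020 went the other way, with flanking exons changed by 1.31 points as the intron fell. For IMMT_E005 with TMG at 6 h the flanks changed by 1.68 points with overlapping libraries, which leaves it open, and for MGEA5_E008 they rose by 1.28 points together with the intron, against this explanation. Splice junctions that were known to the aligner in some libraries and not in others could give such levels, which reads would have to show. A call for a single intron past a strict threshold may therefore need its values per library beside it: of the 8 introns called with TMG at 6 h, DDB1_E004, IMMT_E005 and NUDT5_E006 belong to this set.

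With TMG at 2 h 396 introns rose, and the median log2 fold change of all introns was 0.29. Scaling on introns alone brings that median to 0.0042 by construction, and so fixes the near balance of the 31 introns then higher and 40 then lower. One shift shared by all introns and separate rises of many introns cannot be told apart by it. A bias with the GC content of the gene's transcripts is argued against as its cause by the 421 introns higher with that trend removed. The intron's own GC content was not used, so a bias with it stays open. MGEA5_E008 kept a rise of 0.93 on the scale of introns alone. Whether a shared shift comes from the drug or from how the TMG and DMSO dishes were handled was not tested.

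With TMG at 6 h 1452 genes passed with the GC trend removed, against 737 with it kept. These totals do not say how many of the 737 are among the 1452, so they do not decide whether GC bias underlies them. GC content set the experiments apart. Relative to the mean of all 23 libraries, slopes were 0.155 to 0.896 (log2 per 10 points of GC) in the OSMI-2 experiment. In the TMG experiment they were -0.804 to -0.524. DMSO 6 h library a of the OSMI-2 experiment, with the slope of 0.155, also had the highest intron share of all 23 libraries (1.21%) and 375.8 CPM of OGT, against 136.7 and 166.2 in the other libraries of its group. No biological explanation for the GC slopes was tested.

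One TMG 6 h library, b, had 651517 counts (1.65% of the library) in a single bin of 62005 bases that the tables assign to PRMT2 (21 9768845 to 9830849), where the other 22 libraries had at most 0.118%. The gene's name is given as in the tables. No explanation was tested, and the TMM factor of the library was 1.005.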
